A study of Mus musculus with 6 samples. Its data were reported in "The DNA methylation profile of liver tumors in C3H mice and identification of differentially methylated regions involved in the regulation of tumorigenic genes" (2018).

How the data were processed

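DNA methylation was measured by reduced representation bisulfite sequencing (RRBS) in liver tissue of male C3H/HeN mice at 74 weeks of age, an inbred strain whose males often develop liver tumors without treatment. In RRBS, genomic DNA is cut with MspI, an enzyme that cuts at CCGG, so that the sequenced fragments are rich in CpG sites, and bisulfite then converts unmethylated cytosine so that it is read as T. The labels place 3 samples in the normal liver group and 3 in the liver tumor group, and the tumors carried a mutation of the proto-oncogene Ha-ras. Whether a tumor and a normal liver came from the same animal is not given in the sources used here.

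The authors trimmed reads with Trim Galore and aligned them as pairs, keeping unique best hits, to the mouse genome build mm10 with Bismark. They counted C and T reads at each CpG cytosine with methylKit, each strand apart, and called differentially methylated cytosines (DMCs) from a logistic regression with thresholds on the q-value, the read coverage and the difference. Regions were then built with eDMR, and the nearest transcription start site (TSS) of a RefSeq transcript was found with bedtools 2.25.0, a version given in the submitters' processing notes. Versions of Bismark, Trim Galore, methylKit and eDMR are not given in the sources used here. The authors' deposited table holds 1 line per region, with the mean difference in percent methylation between tumor and normal livers in percentage points, the number of CpG cytosines measured, the number of those that were DMCs, the position, and the nearest TSS. It carries no value per sample, so the regions, not the animals, were the units counted. The read depth behind each region's value is not known here beyond the authors' minimum coverage. No test across the 6 samples and no spread between replicates could be computed, and each p-value measures only how regions of the table were distributed.

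The authors' deposited table held 14176 regions, all with an absolute difference of at least 20.0 points, at least 3 CpG cytosines and at least 1 DMC, and no region was listed more than once. DMRs were taken at the study's stated thresholds, as regions with an absolute mean difference of at least 30 points, at least 3 CpG cytosines and at least 1 DMC. Losses of methylation in tumors are called hypomethylated and gains hypermethylated. Promoter DMRs were those whose near end lay within 2000 bp of the nearest listed TSS.

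The deposited coordinates were checked against the reference genome GRCm38, which is the build mm10. Of the deposited starts, 13.9% lay in a CpG as given and 100% after adding 1, while 100% of the ends did so as given. Starts were therefore counted from 0, and 1 was added so that all coordinates here are as a genome browser shows them. Because cytosines of both strands were counted apart, 66.8% of regions had more CpG cytosines than the reference has CpG dinucleotides, so the minimum of 3 can be met by 2 dinucleotides. The listed TSS equalled a RefSeq transcript start for 83.1% of regions, the accession was paired with the same symbol for 93.7%, and for 212 regions the accession was not in the annotation used here. Each region was placed in coding exon, untranslated region (UTR), non-coding exon, intron or intergenic sequence from that annotation. GC content and the ratio of observed to expected CpG were computed over the region and 500 bp on each side. CpG islands were defined from the sequence as windows of 200 bp with at least 50% GC and a CpG ratio of at least 0.6, merged to at least 300 bp, with shores of 2000 bp, a definition chosen after the data were seen. A region that overlapped an island at any base was counted in islands.

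Shares carry exact (Clopper-Pearson) 95% intervals, which cover counting error of regions only. Shares were compared with Fisher's exact test, two-sided, and medians with a two-sided permutation test of 100000 resamples. Each of 21 chromosomes was compared with all others, and p-values were adjusted by Benjamini-Hochberg within each family of tests, with 0.05 as the threshold. Neighbouring DMRs were adjacent regions within 10 kb, and the share of pairs with the same direction was compared with 100000 permutations of the directions within chromosomes, one-sided. For the gene lists, the hypomethylated share of the regions whose nearest gene was in the list was compared with that of all other DMRs, for lists with at least 5 regions. A region was thus assigned to the gene with the nearest TSS, which need not be the gene it lies in or acts on. The tests, the alternatives, the rule for named genes and the 16 gene lists were fixed before the data were examined, except where stated. The lists were bile acid and cholesterol synthesis and transport, hepatocyte identity factors and secreted proteins, xenobiotic metabolism, Ras and MAPK signalling, Wnt signalling, imprinted genes, markers of leukocytes, of stellate cells and fibroblasts, of endothelial cells and of cholangiocytes and progenitors, the DNA methylation and demethylation machinery, cancer genes described in hepatocellular carcinoma, the shortlist named by the study, ribosomal proteins as a negative control list, olfactory, vomeronasal and taste receptors, and developmental transcription factors and morphogens. A stricter test of the lists, chosen after the data were seen, permuted directions 100000 times within strata of TSS distance, gene overlap, island class and chromosome kind.

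The genes named were the 27 of the study's shortlist, with the 3 that the study followed up given in full. Next came the 8 largest losses and the 8 largest gains among promoter DMRs with at least 3 DMCs, and the 5 largest losses and 5 largest gains among other DMRs with at least 5 CpG cytosines of which at least 80% were DMCs. Up to 4 members of each list with at least 5 regions were named by size of the difference, and the 3 genes with the most DMRs in each direction. Unnamed clones and predicted genes did not fill places in the promoter, other and most-DMR groups. Where more genes tied than the rule has places, the order among ties was set by the summed difference.

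The tests of gene lists, chromosomes, neighbours and medians and the permutation within strata were tried on simulated data with directions drawn for the 3337 DMRs. The other comparisons were not simulated. Directions were drawn for each region apart, except in the neighbour rounds with shared directions. False calls may thus be more frequent in the data, where neighbours share direction. For the gene lists, 5 of 14 lists per round were given a hypomethylated share of 30% over 200 rounds, and 78.8% of these lists were called, 91.6% among lists of at least 10 regions, against 0.667% of unchanged lists. For chromosomes, over 100 rounds, the changed chromosome was always chromosome 5, which held the most DMRs (264). It was called in 100% and unchanged ones in 1.05%, and smaller shifts or chromosomes with fewer DMRs were not tried. Neighbour pairs with random directions were called in 2.5% of 40 rounds and those with shared directions in 100%. A shift of the span by 20% was called in 100% of 40 rounds and no shift in 0%. A list placed only in sequence far from genes was called in 100% of 40 rounds by Fisher's exact test and in 5% by the permutation within strata.

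Alternatives changed 1 choice at a time: the minimum difference, CpG cytosines or DMCs, merging of regions within 10 kb, autosomes alone, the promoter width, the summary of the distance, the width for neighbours, and for the lists regions within 20 kb or each gene once. Added after the data were seen were all regions from 20 points up, at least 3 CpG dinucleotides, regions under 50% repeat-masked, the gene a region lies in, and the permutation within strata. In the alternative by the gene a region lies in, intergenic regions kept their nearest gene. Alternatives that permuted used 10000 resamples, except for the strata. Gene expression was not analysed here, nor were single cytosines, and a few regions that the rule would name are not reported here. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.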

Results

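Methylation of liver DNA was compared between 3 normal livers and 3 liver tumors with a Ha-ras mutation from male C3H/HeN mice of 74 weeks, to find where the tumors had gained or lost methylation. Each region of the authors' deposited table carried 1 difference, tumor minus normal, in percentage points, with no value per animal. The 3337 DMRs at the study's thresholds spanned 629 kb of the genome, with a median span of 151 bp, and had 2541 nearest genes. They held 24010 CpG cytosines, of which 18986 (79.1%) were DMCs. In 512 DMRs (15.3%) the cytosines came from just 2 CpG dinucleotides.

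Most DMRs had lost methylation in the tumors. Of the 3337 DMRs, 2547 were hypomethylated (76.3%, exact 95% interval 74.8 to 77.8%) and 790 hypermethylated. The median difference was -33.8 points among hypomethylated DMRs and 37.4 points among hypermethylated DMRs in the authors' deposited table. Away from promoters, the largest loss by the rule for named genes lay in a coding exon of Chmp6, a component of the ESCRT-III membrane-sorting machinery, on chromosome 11 from 119916902 to 119917216, where methylation fell by 79.0 points in the authors' deposited table with all 18 measured cytosines called DMCs. The next by that rule were in an intron of Spred2, an inhibitor of Ras and MAPK signalling (-70.2 points), and in a coding exon of Arhgap22 whose nearest listed TSS was that of the stress kinase gene Mapk8 (-67.8 points, authors' deposited table). Losses in the authors' deposited table followed in an intron of Prkce, assigned to the hypoxia-inducible factor gene Epas1 at -64.2 points, and in the 3' UTR of Uqcr10, a subunit of respiratory complex III, at -63.7 points. By the same rule, away from promoters, the largest gains in the authors' deposited table lay in an intron of Atxn7l1 (65.7 points), a coding exon of Dopey2 (64.3 points), an intron of the vitamin C transporter gene Slc23a2 (63.1 points), intergenic sequence assigned to Saysd1 (62.7 points) and the 3' UTR of the heat shock protein gene Hspa1a (62.6 points).

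Some genes carried several DMRs of 1 direction. Celf4, which encodes an RNA-binding protein, was the nearest gene of 7 hypomethylated DMRs over 1279 kb of chromosome 18, and the protocadherin gene Pcdh17 of 7 over 1492 kb of chromosome 14. Ppp6c was the nearest listed gene of 5 hypomethylated DMRs, of which those in a gene lay in Lrp1b, and 8 genes were tied at 5. Among hypermethylated DMRs, Atxn7l1, the heparan sulfate sulfotransferase gene Hs6st1 and Tcp11 had 3 each, those of Tcp11 lying in Anks1, and 8 genes were tied at 3.

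The split between losses and gains depended on the size of the difference, a comparison chosen after the data were seen. From 20 to 25 points, 88.4% of 6872 regions were hypomethylated, from 25 to 30 points 86.7% of 3967, from 30 to 40 points 82.1% of 2612, and from 40 to 50 points 61.2% of 544. At 50 points or more, losses were the minority, with 69 of 181 regions hypomethylated (38.1%, exact interval 31.0 to 45.6%). Among DMRs with at least 10 CpG cytosines, the hypomethylated share was 47.7% of 518.

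**Figure D1:**
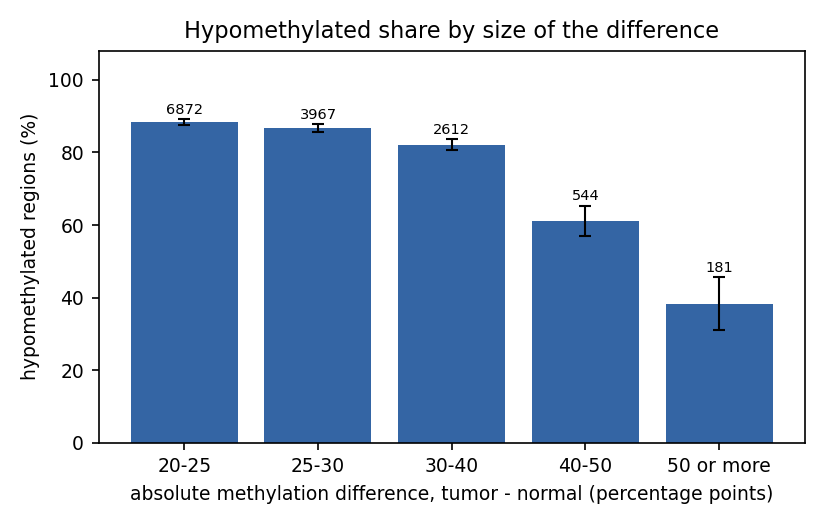
Share of regions that were hypomethylated in tumors (percent, y axis) by class of absolute methylation difference in percentage points (x axis), with exact 95% intervals as error bars and the number of regions above each bar. The share falls from 88.4% at 20 to 25 points to 38.1% at 50 points or more.

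Nearly all DMRs on the sex chromosomes were losses. Of 122 DMRs on X and Y, 118 were hypomethylated (96.7%, exact interval 91.8 to 99.1%), against 75.6% of 3215 autosomal DMRs (74.0 to 77.0%), with an odds ratio of 9.55 (Fisher's exact test, two-sided, p = 3.67e-10). On X, 107 of 111 DMRs were hypomethylated (96.4%, adjusted exact p = 1.82e-07 against all other chromosomes), and on Y 11 of 11 (adjusted exact p = 0.203). Chromosome 19 had the lowest share, with 37 of 70 DMRs hypomethylated (52.9%, exact interval 40.6 to 64.9%, adjusted exact p = 1.42e-04). Chromosome 4 was also below the rest (145 of 217, 66.8%, adjusted exact p = 0.00654), and chromosome 3 above it (164 of 192, 85.4%, adjusted exact p = 0.0110). These were the 4 chromosomes of 21 that passed the adjusted threshold. Among regions under 50% repeat-masked, a filter chosen after the data were seen, the sex chromosomes together stood 18.1 points above autosomes (32 DMRs, exact p = 0.0315), and X alone at 17.7 points over 31 DMRs no longer passed (adjusted exact p = 0.298 over all chromosomes). With at least 10 CpG cytosines only 4 sex-chromosomal DMRs remained, at -22.9 points. Chromosome 19 was 1.11 points above the others among DMRs of at least 40 points (23 regions, adjusted exact p = 1). With at least 10 CpG cytosines it stood at -6.73 points and did not pass (17 regions, adjusted exact p = 0.998). Under 50% repeat-masked, chromosome 4 at -7.20 points (adjusted exact p = 0.298) and chromosome 3 (110 DMRs, adjusted exact p = 0.355) did not pass, and with at least 10 CpG cytosines they stood at 0.952 and -5.79 points.

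**Figure D2:**
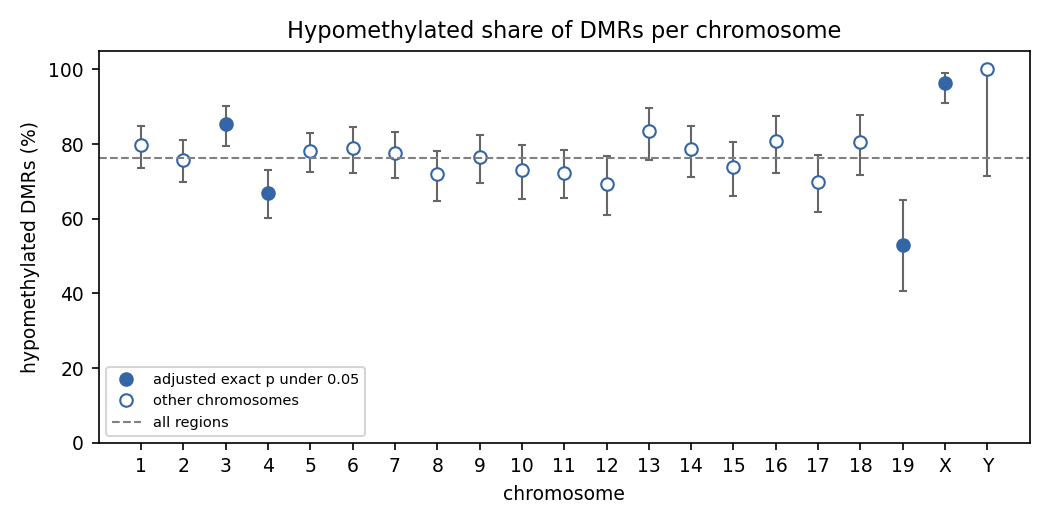
Share of DMRs hypomethylated in tumors (percent, y axis) for each chromosome (x axis), with exact 95% intervals as error bars, filled points where the adjusted exact p was under 0.05 and a dashed line at the share of all DMRs, 76.3%. X stands at 96.4% and chromosome 19 at 52.9%.

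Gains made up a larger share of promoter DMRs than of other DMRs. Among the 225 promoter DMRs, 92 were hypermethylated and 133 hypomethylated. The hypermethylated share was 40.9% (exact interval 34.4 to 47.6%), against 22.4% of the 3112 other DMRs (21.0 to 23.9%), with an odds ratio of 2.39 (Fisher's exact test, two-sided, p = 2.92e-09). The largest promoter gain by the rule for named genes was at Ltk, a receptor tyrosine kinase gene, in an intron on chromosome 2 from 119757287 to 119757449, at 66.9 points with 8 of 8 cytosines DMCs in the authors' deposited table. Cyp8b1, which encodes the sterol hydroxylase of cholic acid synthesis, followed at 63.3 points, Snx29, a sorting nexin gene, at 60.9 points, and Pnpla6, a phospholipase gene, at 59.0 points in an intron of the neighbouring Mcoln1 (authors' deposited table). The other gains by the rule in the authors' deposited table were at Rnase2a, a ribonuclease gene (56.2 points), the complement gene C8b (54.5 points), the growth factor gene Nrg1 (54.3 points) and Adam11 (54.2 points).

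The largest promoter loss by that rule was assigned to Numbl, an adaptor of the Numb family, at -64.6 points with 14 of 14 cytosines DMCs in the authors' deposited table. It lay in a coding exon of the neighbouring Coq8b, on chromosome 7 from 27257355 to 27257452. Erich4 followed at -62.0 points, the lanosterol synthase gene Lss at -59.9 points and Arhgap1 at -57.7 points in the authors' deposited table. Chmp6 had a promoter loss of -53.1 points beside the larger loss further into the gene, and the cytokine gene Lif and the zinc finger gene Prdm10 each stood at -52.6 points and Ocstamp at -52.4 points in the authors' deposited table.

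The share of gains fell with distance from the TSS. It was 40.9% within 2 kb, 39.0% of 267 DMRs from 2 to 5 kb, 34.9% of 677 from 5 to 20 kb, 27.6% of 1124 from 20 to 100 kb and 4.60% of 1044 beyond 100 kb (exact interval 3.41 to 6.05%). The median distance was 17309.5 bp for hypermethylated and 61136 bp for hypomethylated DMRs (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give). Of the promoter DMRs, 139 lay downstream of the TSS (61.8%), 70 upstream and 16 over it, with gains at 55 of the downstream DMRs (39.6%) and 28 of the upstream ones (Fisher's exact test, two-sided, p = 1). The excess of gains at promoters, 18.5 points over all DMRs, was 2.55 points among DMRs of at least 40 points (exact p = 0.695), -3.08 points among those of at least 50 points (exact p = 0.831) and 6.98 points among those with at least 10 CpG cytosines (exact p = 0.287). The difference in median distance was -3787 bp with at least 10 CpG cytosines (permutation p = 0.290) and turned to 5542.5 bp at 50 points or more (permutation p = 0.205).

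**Figure D3:**
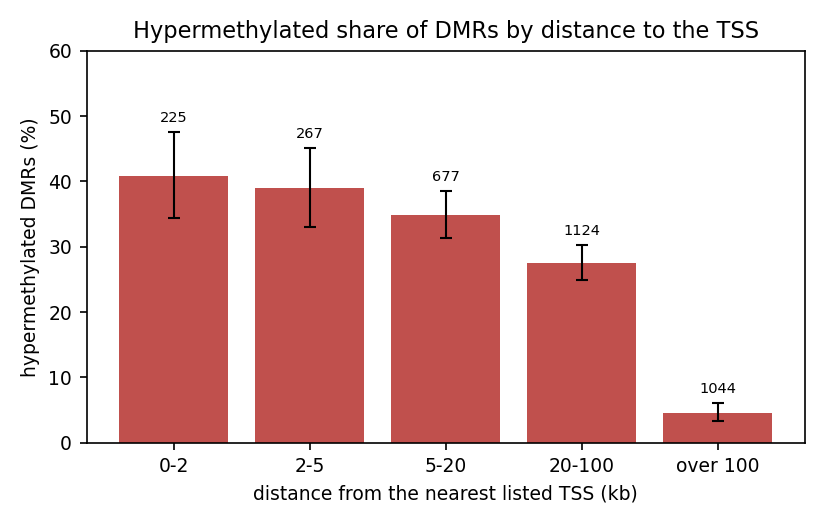
Share of DMRs that were hypermethylated in tumors (percent, y axis) by distance to the nearest listed TSS in kb (x axis), with exact 95% intervals as error bars and the number of DMRs above each bar. The share falls from 40.9% within 2 kb to 4.60% beyond 100 kb.

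Gains made up a larger share of the DMRs in coding exons and CpG islands and a smaller share of those between genes. These comparisons were chosen after the data were seen. They give shares of DMRs, not how often measured sites gained methylation. The hypermethylated share was 46.6% of 378 DMRs in coding exons (adjusted exact p = 6.07e-25), 32.2% of 1196 in introns and 12.2% of 1693 in intergenic sequence (adjusted exact p = 3.39e-57). It was 52.9% of 274 DMRs in islands (adjusted exact p = 1.45e-27), 34.5% of 496 in shores and 18.5% of 2567 elsewhere. Hypermethylated DMRs had a median of 4.44 CpG cytosines per 100 bp, a span of 184 bp and 7 cytosines, against 3.60 per 100 bp, 142 bp and 4 cytosines for hypomethylated DMRs (permutation tests, two-sided, adjusted p = 1e-05 each, the smallest that 100000 permutations can give). With flanks, the median GC content was 49.8% for gains and 46.2% for losses, and the observed to expected CpG ratio 0.278 and 0.223 (permutation p = 1e-05 each, again the smallest possible). The density difference no longer passed among DMRs of at least 40 points (0.232 per 100 bp, permutation p = 0.361). From 50 points up, none of the differences in density (0.768 per 100 bp, permutation p = 0.142), span (0 bp, permutation p = 1) and cytosines (1, permutation p = 0.551) passed. There the excess of gains was 5.88 points in coding exons, against 25.8 over all DMRs (exact p = 0.504), 19.7 against 31.9 points in islands (exact p = 0.0574) and -8.83 against -23.4 points in intergenic sequence (exact p = 0.358). The gene a DMR lay in was often not the one listed for it. By symbol, 587 of the 1644 DMRs inside genes (35.7%) lay in a gene other than the nearest by TSS. This count is an upper limit, because a gene under different symbols, such as Dopey2 and Dop1b, counted as different.

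All 27 genes of the shortlist named by the study had a promoter DMR, 16 with a loss and 11 with a gain of methylation. The study chose these genes on the same samples, so their directions are not independent evidence. Mst1r, the receptor tyrosine kinase gene for macrophage-stimulating protein, had its DMR on chromosome 9 from 107908082 to 107908516, starting 1193 bp downstream of the TSS in a coding exon. This DMR overlapped a CpG island by the sequence definition used here. Its difference was -46.3 points, with 13 of 13 cytosines DMCs in the authors' deposited table. The Slpi region, in a coding exon of this protease inhibitor gene on chromosome 2 from 164355521 to 164355812, began 695 bp downstream and stood at -33.8 points with 9 of 12 cytosines DMCs in the authors' deposited table. Extl1, a gene of the exostosin glycosyltransferase family, had a gain of 48.1 points with 44 of 46 cytosines DMCs in the authors' deposited table. Its DMR lay on chromosome 4 from 134371100 to 134371620, 927 bp downstream in a coding exon and 5' UTR. This region overlapped an island by the same definition. The study places these DMRs outside CpG islands. The island calls at Mst1r and Extl1 thus depend on the definition.

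Other promoter losses of the shortlist included Lss, Chmp6, Btg2, P2rx7, Vasp, Grhl1, Mmp14, Nfe2, Marveld2, Ltb, Itm2c, Fgl2 and Cela1. The largest of these promoter losses was -59.9 points at Lss in the authors' deposited table. The other promoter gains were at Grm8, Ppp1r14a, Slc29a1, Pdk2, Igfals, Slc17a8, Adam11, C8b, Snx29 and Cyp8b1, from 33.7 points at Grm8 to 63.3 points at Cyp8b1 in the authors' deposited table. The Igfals region was the longest of them, at 1793 bp with 57 of 76 cytosines DMCs in the authors' deposited table. It began 1569 bp downstream of the TSS and reached the 3' UTR, so most of it lay beyond 2000 bp. Of the 27 DMRs, 22 lay downstream of the TSS and 5 upstream, and 3 had fewer than 3 DMCs. Over all their 39 DMRs, 27 were hypomethylated (adjusted exact p = 0.441), and at the promoters the split of 16 and 11 did not differ from that of other promoter DMRs (exact p = 1). The hypomethylated share over all of them was -7.18 points from that of other DMRs, and passed at -16.2 points from 25 points up (41 regions, adjusted exact p = 0.0340) and -20.8 points from 20 points up (42 regions, adjusted exact p = 0.00282). The study chose these genes at 30 points, so the lower minimum mostly added losses to the other regions, and these passes say nothing about the list.

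**Figure D4:**
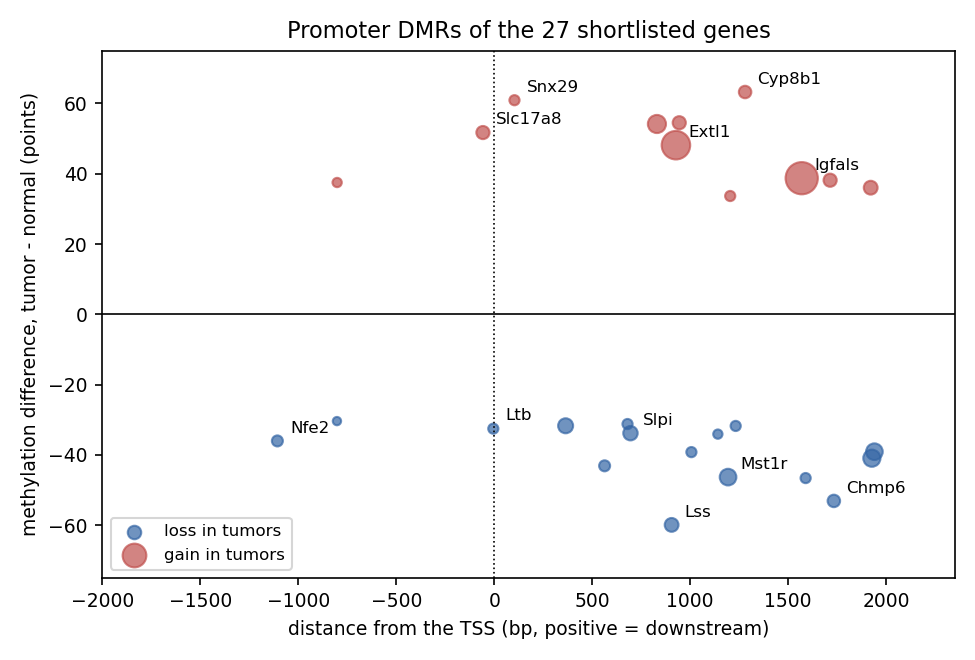
Promoter DMRs of the 27 shortlisted genes by distance from the TSS in bp (x axis, positive downstream) and methylation difference, tumor minus normal, in points (y axis), from the authors' deposited table. Larger points have more DMCs, and 22 of the 27 lie downstream of the TSS.

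DMRs next to genes of the hepatocyte and the xenobiotic metabolism lists were mostly gains. Of 11 DMRs next to hepatocyte identity factors and secreted proteins, 9 were hypermethylated and 2 hypomethylated (18.2% against 76.5% of other DMRs, adjusted exact p = 5.41e-04). Among them were C8b at 54.5 points, Pck1, the gluconeogenic carboxykinase gene, at 51.6 points in an exon of a neighbouring predicted gene, the nuclear receptor gene Nr1i3 at 40.1 points and Igfals at 38.7 points in the authors' deposited table. C8b and Igfals are also in the study's shortlist, as are Cyp8b1 and Lss of the bile acid and cholesterol list. Of 11 next to xenobiotic metabolism genes, 8 were hypermethylated (adjusted exact p = 0.00275), among them the cytochrome P450 reductase gene Por at 47.6 points, Ces2e at 46.3 points and Cyp3a25 at 46.2 points, while Gstt1 stood at -53.1 points in the authors' deposited table. Within strata of TSS distance, gene overlap, island class and chromosome kind, both lists passed (adjusted permutation p = 0.0136 each). Of 12 DMRs next to genes of bile acid and cholesterol synthesis and transport, 7 were hypomethylated (adjusted exact p = 0.340), with Cyp8b1 at 63.3 points and Cyp7b1 at 47.5 points but Lss at -59.9 points and Dhcr7 at -49.3 points in the authors' deposited table. This list, at -18.1 points, passed from 25 points up (-24.1 points, 19 regions, adjusted exact p = 0.0340) and from 20 points up (-25.9 points, 27 regions, adjusted exact p = 0.00330), but not within 20 kb of the TSS (3.65 points, 9 regions, adjusted exact p = 1).

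The ribosomal protein genes, taken as a negative control, also passed, with 7 of 11 DMRs hypermethylated (adjusted exact p = 0.0151, and adjusted permutation p = 0.0130 within strata). Their largest differences were at Mrpl14 (60.4 points) and Mrpl37 (60.2 points), the latter in Ssbp3, with Rps29 at -35.9 points and Rplp1 at 35.5 points in the authors' deposited table. The hypomethylated share of the hepatocyte and xenobiotic lists together, 5 of 22, did not differ from that of the control list, 4 of 11, in a direct test chosen after the data were seen (exact p = 0.438). Assigned to the gene they lay in, or to the nearest gene where intergenic, the hepatocyte list (17 regions, adjusted exact p = 5.43e-05) and the xenobiotic list (12 regions, adjusted exact p = 0.00106) passed. The control list stood at -43.1 points by that assignment, against -40.1 by nearest gene, but had only 6 regions (adjusted exact p = 0.0804). All 6 were intergenic, so none of them lay in a ribosomal protein gene. The direct test there gave 7 of 29 against 2 of 6 hypomethylated (exact p = 0.635). From 20 points up, the control list stood at -6.51 points (42 regions, adjusted exact p = 0.313), the hepatocyte list at -46.6 points (44 regions, adjusted exact p = 1.77e-11) and the xenobiotic list at -51.8 points (30 regions, adjusted exact p = 9.89e-10) in hypomethylated share against other regions. The direct test from 20 points up, added after the data were seen, gave 27 of 74 against 33 of 42 (exact p = 1.59e-05), without regard to distance from the TSS. The xenobiotic list, at -49.2 points over all DMRs, stood at -16.2 points with at least 5 CpG cytosines (6 regions, adjusted exact p = 0.758) and at -39.1 points from 40 points up (6 regions, adjusted exact p = 0.564).

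All 5 DMRs assigned to the list named DNA methylation and demethylation machinery were gains (adjusted exact p = 0.00275, and adjusted permutation p = 0.0136 within strata). They were at Gnmt, which consumes the methyl donor S-adenosylmethionine (42.5 and 40.1 points, both in coding exons of the neighbouring Pex6), the dioxygenase gene Tet3 (36.5 points) and Gadd45g (34.1 points) in the authors' deposited table, and at Bhmt, named after the values were seen. They came from just 4 genes, Gnmt being counted with 2 DMRs. Gnmt and Bhmt are genes of methyl donor metabolism, and no DNA methyltransferase gene was among the 4. The result is thus about this list, not about the enzymes that methylate DNA. The list fell under the minimum of 5 and was not tested with each gene once, nor within 20 kb or by the gene a region lies in. From 20 points up its difference shrank from -76.4 to -40.6 points over 9 regions (adjusted exact p = 0.0147), so the regions added there included losses. Of 15 DMRs next to Wnt signalling genes, 8 were gains (adjusted exact p = 0.0285, but adjusted permutation p = 0.0785 within strata), including the Wnt antagonist genes Dkk4 (55.1 points) and Dkk3 (43.4 points) and the receptor gene Fzd7 (43.2 points), with Fzd9 at -40.0 points in the authors' deposited table. The Wnt list also lost the threshold in 7 other alternatives, falling from -29.8 to -5.94 points within 20 kb of the TSS (7 regions, adjusted exact p = 0.803) and to -23.9 points with each gene once (adjusted exact p = 0.221). All 48 DMRs of the olfactory, vomeronasal and taste receptor list were losses (adjusted exact p = 4.39e-05, and adjusted permutation p = 8.40e-04 within strata), such as Olfr684 and Olfr1252 at -40.7 points each and Olfr773 at -39.9 points in the authors' deposited table. All were assigned to olfactory or vomeronasal receptor genes, and none to a taste receptor gene. Under 50% repeat-masked, 9 of these DMRs remained, all losses, and the list did not pass (adjusted exact p = 0.141). Its share there was 30.5 points above other DMRs, against 24.0 points in the full set.

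Ras and MAPK signalling genes did not stand apart, with 26 of 36 DMRs hypomethylated (adjusted exact p = 0.598). Their largest differences in the authors' deposited table were assigned to Spred2 (-70.2 points), Mapk8 (-67.8 points), Rasgef1b (60.8 points) and Rasgrp2 (-55.3 points). The Mapk8 region lay in Arhgap22, and the Rasgef1b region in A930011G23Rik, at -221971 bp from the TSS. Cancer genes described in hepatocellular carcinoma had 15 of 22 DMRs hypomethylated (adjusted exact p = 0.523). Among them in the authors' deposited table were Btg2 at -59.4 points, a region assigned to the kinase gene Pim1 at 57.8 points, lying in Gm26885, and Wwtr1 at -52.3 points. Btg2, Mst1r and Slpi of this list are also in the study's shortlist, chosen on the same samples, and all their DMRs were losses. This list stood at -8.20 points and passed from 20 points up (-12.2 points, 59 regions, adjusted exact p = 0.0309), but not from 25 points up (-10.6 points, adjusted exact p = 0.192). Developmental transcription factors and morphogens had 32 of 47 (adjusted exact p = 0.356), with Prdm10 at -52.6 points, Dlx4 at -49.8 points, and Pou3f1 at -45.9 points in the authors' deposited table. Both DMRs next to imprinted genes, at Ndn and Dlk1, named after the values were seen, were losses, too few to test.

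DMRs next to the lists of marker genes of other cell types were counted in the same way. Hepatocytes also express some of these genes, such as H2-Q10 and Krt18, so the lists do not mark the other cell types alone. All 6 DMRs next to leukocyte marker genes were losses (adjusted exact p = 0.441), at Itgax (-53.3 points), Ltb (-32.6 points), H2-Q10 (-32.2 points) and Ikzf1 (-32.1 points) among others in the authors' deposited table. All 5 next to cholangiocyte and progenitor markers were losses (adjusted exact p = 0.598), including Prom1 (-43.4 points) and the E-cadherin gene Cdh1 (-42.5 and -32.6 points) in the authors' deposited table, and the keratin gene Krt18, named after the values were seen. The 3 next to stellate cell and fibroblast markers were losses too, at Mmp14 (-39.1 points), Fbln1 (-38.5 points) and Fbln2 (-33.7 points) in the authors' deposited table, too few to test, and Fbln1 and Fbln2 were named after the values were seen. Endothelial markers were mixed, with 5 of 9 DMRs hypomethylated (adjusted exact p = 0.356), Oit3 standing at 49.5 points in Mcu, Tie1 at 38.2 points and Stab1 at -36.3 points in the authors' deposited table. Among promoter DMRs alone, only the study's shortlist had at least 5 regions.

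**Figure D5:**
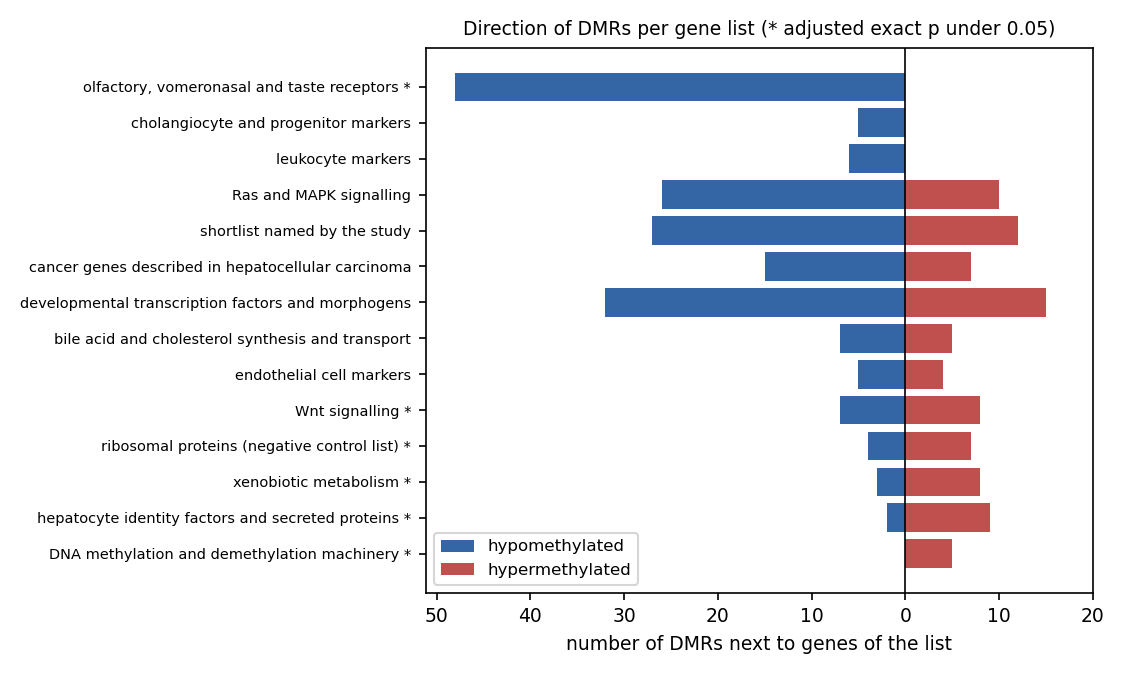
Number of DMRs next to genes of each tested list (x axis), hypomethylated to the left and hypermethylated to the right, with an asterisk where the adjusted exact p was under 0.05. All 48 DMRs of the receptor list lie to the left, and 9 of 11 of the hepatocyte list to the right.

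Neighbouring DMRs tended to change in the same direction. Of 141 adjacent pairs within 10 kb, 123 shared their direction (87.2%), 78 as losses and 45 as gains, against 62.6% (95% range 54.6 to 70.2%) when directions were permuted within chromosomes (one-sided permutation p = 1e-05, the smallest that 100000 permutations can give). DMRs are therefore not independent of their neighbours, and p-values that count them singly are too small to that extent. With at least 10 CpG cytosines 9 pairs remained, and their share was 4.69 points above the permuted one (permutation p = 0.525).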

Values the study reported

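The study aligned 63 to 71% of its reads to unique positions and required at least 10 reads at a site. It reported 103,965 DMCs, which were 4.5% of the CpG sites measured. Hypomethylated DMCs made up 60 to 80% of DMCs on autosomes and more than 90% on the sex chromosomes. The study reported 3337 DMRs, of which 225 were promoter DMRs, and 118 of the genes with a promoter DMR were expressed. From these it shortlisted 27 genes. It gave 13 DMCs for the Mst1r region, 9 for the Slpi region and 44 for the Extl1 region, with starts at +1192, +697 and +929 bp from the TSS.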

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

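The test of read depth on X and the test of other cell types were chosen only after the results were seen, as were the comparison by size of difference and the strata used for the lists.

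Of the 10839 regions under the threshold of 30 points, 87.8% were hypomethylated (exact interval 87.1 to 88.4%), above the 76.3% among the DMRs. This pools the 2 smallest classes of the comparison by size, and the same regions enter the alternatives from 20 and 25 points up.

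The hypomethylated share fell from 88.4% at 20 to 25 points to 38.1% at 50 points or more, and 3 technical explanations were tested. If noise in regions with few CpG sites were the cause, the fall would vanish among regions with at least 10 CpG cytosines, but there it was 47.3 points, from 79.1% of 1203 regions to 31.7% of 63 (exact interval 20.6 to 44.7%). If large differences simply lay in genes, the fall would vanish in intergenic sequence, but there it was 48.3 points, from 93.3% of 3814 regions to 45.0% of 40 (29.3 to 61.5%), and among regions without repeat-masked bases, where misplaced reads are least likely, it was 46.7 points, from 84.4% of 2711 to 37.7% of 106 (28.5 to 47.7%). What stays open includes a shift of all sites in 1 group, such as a difference in bisulfite conversion. The level of methylation in normal liver from which each region started also stays open, and neither was tested. Read depth per region and the weight of single animals could not be checked, because the values used here give neither. A widespread small loss beside fewer large gains may thus be biological or technical, and no biological explanation was tested.

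On X, 107 of 111 DMRs were hypomethylated. Lower depth of the single X of males stays open, because the test made of it, in which X held at most 1.29% of hypermethylated DMRs (upper 95% limit) against 4.20% of hypomethylated DMRs, only restates the split on X. Misplaced reads in repeats would leave no excess outside repeats, but among DMRs without repeat-masked bases 15 of 16 on X were hypomethylated (exact interval 69.8 to 99.8%), 25.6 points above the 68.2% on autosomes (Fisher's exact test, two-sided, p = 0.0291). This rests on few DMRs, and the lower limit is close to the autosomal share. Under 50% repeat-masked, X stood 17.7 points above the others over 31 DMRs and did not pass (adjusted exact p = 0.298). The kind of sequence on X stays open in part, since permutation within strata of TSS distance, gene overlap, island class and size class gave 88.1% (range 82.9 to 92.8%, permutation p = 0.00212), so that the observed share lay 3.60 points above the range, less than the 5 points set in advance. No biological explanation was tested.

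DMRs next to hepatocyte and xenobiotic metabolism genes were mostly gains, and 1 candidate explanation is that these genes lie in gene-rich sequence, where gains made up a larger share of DMRs. Within strata of TSS distance, gene overlap, island class and chromosome kind, the hypomethylated share of 22.7% over 22 DMRs stood against 64.4% permuted, and lay -22.7 points from the lower end of the range of 45.5 to 81.8% (permutation p = 4e-05), but the ribosomal control list also lay below its range in the same test. From 20 points up the lists did differ from the control, with 27 of 74 against 33 of 42 regions hypomethylated (exact p = 1.59e-05), but not among the DMRs (exact p = 0.438). Neither direct test took TSS distance into account, and control DMRs lay a median 50777 bp from the TSS against 5267.5 bp. The direct tests thus cannot separate the lists from distance to the TSS. Because the control list also lay below its range within strata, a feature that the strata leave out stays open. More DNA of other cell types in the tumors stays open, since 82.6% of the 23 DMRs next to leukocyte, stellate, endothelial and cholangiocyte markers were hypomethylated, which is at the upper end of the permuted range of 43.5 to 82.6% (permutation p = 0.0672), and 2 of their 22 genes are in the study's shortlist. No biological explanation was tested, nor how many of these marker genes hepatocytes also express.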

How the results depend on the processing

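Alternatives chosen only after the results were seen were all regions from 20 points up, at least 3 CpG dinucleotides, under 50% repeat-masked, the gene a region lies in and the permutation within strata, as were the results by annotation and by size. Of the alternatives of the results that answer a comparison, 88 kept their direction and side of the threshold or stayed within their limits, 27 counts or shares moved, 6 lost the threshold and 10 turned. Among single chromosomes, lists and measures, 206 stayed, 32 weakened, 5 strengthened, 2 moved and 26 turned. Values of chromosomes, lists and the side of the TSS are differences in share from the other regions, and those of neighbours from the permuted share. The cause was not tested except where given. A q-value 10 times stricter and leaving out each replicate were not run, because 1 difference per region was used here, and counting duplicates once changed nothing. No paired analysis was possible because each region had a single difference between the groups. The depth behind each region is not known here, so it is open how far it limits small differences.

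From 20 points up there were 14176 regions, 876 in promoters, 9 chromosomes and 8 of 16 lists were called, the developmental list turned to 3.12 points above other regions, and the lists of bile acid (-25.9 points) and carcinoma genes (-12.2 points) gained the threshold while the control list lost it (-6.51 points). The shortlist also passed (-20.8 points), which says nothing about it, since its genes were chosen by the study at 30 points and the other regions became more hypomethylated, 85.1% of all. From 25 points there were 7304 regions, 446 in promoters, and 7 chromosomes and 7 of 16 lists were called. There the bile acid genes (-24.1 points) gained the threshold, as did the shortlist (-16.2 points, with the same reserve), and the control list lost it (-16.6 points, adjusted exact p = 0.0766). At 40 points or more, with fewer regions, there were 725 and 64, with 2 chromosomes and 0 of 6 tested lists called. There the promoter split was 2.55 points (exact p = 0.695) and the density difference 0.232 per 100 bp, chromosome 19 stood at 1.11 points, and the lists of Ras and MAPK (8.31 points), hepatocellular carcinoma (14.8 points), developmental (11.4 points) and shortlist genes (13.3 points) turned without passing. At 50 points or more there were 181 and 27, no sex-chromosomal region, and 0 chromosomes and 0 of 3 lists called. There the hypomethylated share was 38.1%, the promoter split -3.08 points, the distance difference 5542.5 bp, the density difference 0.768 per 100 bp and chromosome 19 at 4.93 points, with Ras and MAPK at 12.3, carcinoma at 22.5 and shortlist genes at 21.6 points.

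With at least 5 CpG cytosines there were 1632 DMRs, 1 chromosome and 2 of 10 lists were called, the control list stood at -23.4 points (7 regions, adjusted exact p = 0.589), the side of the TSS at 1.46 points, Ras and MAPK at 3.10 and carcinoma genes at 6.60 points. With at least 10 there were 518 and 86 in promoters, and the hypomethylated share was 47.7%. The promoter split was 6.98 points (exact p = 0.287), the distance difference -3787 bp, the side of the TSS 5.07 points and the neighbours 4.69 points over 9 pairs. The sex chromosomes and X stood at -22.9 points over 4 DMRs, chromosome 3 at -5.79 and chromosome 4 at 0.952 points, Ras and MAPK and shortlist genes at 24.4 points each, with 0 chromosomes and 0 of 3 lists called. With at least 3 DMCs, carcinoma genes stood at 0.532 points, and with at least 3 CpG dinucleotides the side of the TSS at 1.06 points. The minimum of 5 cytosines took the threshold from chromosomes 3 (8.38 points), 19 (-20.5 points) and X (24.3 points), and that of 40 points from chromosome 3 (16.2 points). Under 50% repeat-masked, 1 chromosome was called, with Ras and MAPK at 3.13 and carcinoma genes at 0.368 points.

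Promoter DMRs numbered 109 within 1000 bp and 492 within 5000 bp, where the side of the TSS stood at 2.55 points (exact p = 0.625). Merging DMRs of the same direction within 10 kb left 18 pairs, at -62.2 points by construction. Lists called were 3 of 9 within 20 kb of the TSS, 3 of 12 with each gene once (control list -29.5 points, adjusted exact p = 0.175) and 3 of 13 by the gene a region lies in. Within 20 kb, bile acid genes stood at 3.65, carcinoma genes at 14.0 and shortlist genes at 5.56 points, and within strata Ras and MAPK stood at 4.64, carcinoma at 2.12 and shortlist genes at 8.53 points, none of them past the threshold.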

Other observations

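The comparisons of this part were all chosen only after the results were seen, as were the genes named in it.

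Cadherin genes, which encode calcium-dependent cell adhesion proteins, were the nearest genes of losses alone, many of them far from the gene. All 29 DMRs assigned to 15 genes whose symbols start with Cdh were hypomethylated (adjusted exact p = 0.00527 over 17 symbol families with at least 10 DMRs), with Cdh9 at -44.5 points, Cdh19 at -44.2 points, Cdh13 at -43.2 points and Cdh1 at -42.5 points in the authors' deposited table. The Cdh9 and Cdh19 regions were intergenic, at -1609119 and 268989 bp from the TSS, and those of Cdh13 and Cdh1 lay in introns, at 253822 and 4853 bp. Within strata of TSS distance, gene overlap, island class and chromosome kind the family no longer passed the adjusted threshold (permutation p = 0.0241, adjusted permutation p = 0.205). The olfactory receptor family had 33 of 33 DMRs hypomethylated and passed both tests (adjusted exact p = 0.00419, adjusted permutation p = 0.0141). The DMRs of the olfactory and vomeronasal receptor families are those of the receptor list, already reported with all 48 as losses. They are thus not a separate result. Under the repeat-mask filter, 9 DMRs of that list remained and the list did not pass (adjusted exact p = 0.141). Protocadherin genes (15 of 15, adjusted exact p = 0.125), vomeronasal receptor genes (15 of 15, adjusted exact p = 0.125) and semaphorin genes (13 of 13, adjusted exact p = 0.161) did not pass.

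Genes that held several DMRs mostly held them in 1 direction. Of 231 genes with at least 2 DMRs inside them, 190 (82.3%) had DMRs of a single direction, 141 with losses alone and 49 with gains alone, against 52.0% (range 46.3 to 58.0%) when directions were permuted within the same strata (permutation p = 1e-04, the smallest that 10000 permutations can give). Among the regions of at least 50 points, 35 of 112 gains (31.3%) and 18 of 69 losses (26.1%) lay in coding exons, and 22 gains (19.6%) and 6 losses (8.70%) lay in CpG islands. The hypermethylated share in islands was 19.7 points above other regions of that size and did not pass (28 regions, exact p = 0.0574).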
